A study of Caenorhabditis elegans with 8 samples.

How the data were processed

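Gene expression was measured by strand-specific, poly(A)-selected RNA sequencing of whole Caenorhabditis elegans late embryos. The 8 libraries came from 2 strains with 4 biological replicates each. Both strains carry lin-52 tagged with GFP and FLAG at its own locus. In the strain called WT the tagged protein is otherwise unaltered, and in the strain called 3A 3 residues of LIN-52 are replaced by alanine. Per the labels' protocols, animals were grown in liquid culture for 72 h, embryos released by bleaching were held for at most 3.5 h (20 °C) before freezing in TRIzol, and libraries were made from 1 µg of total RNA and sequenced as 150-bp paired-end reads.

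The authors deposited 1 table of raw counts per library, with a whole-number count for each of 46748 WormBase gene identifiers and 5 closing counters. The deposited files have no header, and the counting tool (HTSeq, stranded mode) is taken from their names and closing counters. The counters for low alignment quality and for unaligned reads are 0 in every library, and reads aligned to several places or to overlapping genes are kept in counters of their own and are absent from the gene counts. The aligner, the software versions, the genome build and the annotation release are not stated in the labels or files. Genes with near-identical copies therefore lose reads, and the loss depends on sequence identity. Symbols were taken from a supplied table of gene identifiers and, where it had none, from the annotation, and positions, strands, biotypes and exonic lengths from the Ensembl release 115 annotation of assembly WBcel235. Of the 12664 genes tested, 12585 were in that annotation and 12302 had a symbol. Coordinates are those of WBcel235, looked up by gene identifier. The build behind the deposited counts is unknown.

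Depth ranged from 14667743 to 68040557 gene-assigned read pairs per library, which the report gives in M (mega). A count of 3 was taken as the smallest detectable signal. It corresponded to between 0.0441 and 0.205 CPM (counts scaled to a common library size), depending on the library. Intervals on shares are 95% Wilson intervals and, like the floor, cover counting error only, because the reads carry no molecular identifiers. No pair of libraries within a group agreed within sampling noise. The lowest chi-square per degree of freedom between replicates was 60.3, so all 8 libraries were counted as separate replicates.

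Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default minimum count of 10, libraries were scaled by the trimmed mean of M-values (TMM), and 3A was compared with WT by the quasi-likelihood F-test with Benjamini-Hochberg adjustment over the 12664 genes tested. A gene was called at an adjusted p-value under 0.05. Per-library levels are TMM-scaled CPM. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of F. A model with the replicate number as a block was fitted beside the model without it. The pairing comes from the replicate numbers in the sample titles, which run from 1 to 4 in both groups. No label says what a shared number stands for.

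Gene lists for the DREAM components, the cell cycle, meiosis, germ granules and germline small RNAs, late differentiation and the early embryo were written by hand before the data were examined, as were the designs, the rule for naming genes and all alternative fits but 4. The vitellogenin and major sperm protein lists used in the closing section were added later. Lists were tested with camera in limma 3.58.1, with an inter-gene correlation fixed at 0.01 and adjustment over the 6 sets, which included all X-linked genes. For each set the mean log2 CPM per library was also compared between groups by a two-sided exact permutation test. With 4 libraries against 4 that test has 70 arrangements and cannot give a p-value under 0.0286. The same test was used for library-level measures. A paired version over the 16 sign assignments of the 4 same-numbered differences was added after the data were examined, and its smallest possible share is 2 of 16. The genes named are lin-52 and the 7 other DREAM component genes. To these were added up to 5 genes in each direction with the largest change among called genes with a mean of at least 1 CPM and no overlap between the groups, and the 3 members of each list with the smallest p-value. Only 2 genes lower in 3A met the rule. Further genes of neighbouring pairs, named in the closing section, were chosen after their values were seen.

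The test was checked on simulated data. Counts for 12664 genes were drawn with the observed means, library sizes and dispersions, and 200 genes were changed by 2 on the log2 scale. Of these, 148 (74.0%) were called, all in the right direction, together with 5 unchanged genes. With no gene changed, 0 genes were called. Genes were drawn independently, without effects shared by many genes of a library, so the check does not cover errors from such effects.

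The alternatives were DESeq2 1.42.0, 3 other scalings, 2 other filters, the replicate block, a correction for exonic length, limma-voom, 1 surrogate variable from sva 3.50.0, each library left out in turn, a stricter threshold of 0.01, glmTreat against a 1.2-fold minimum, fry, and camera with an estimated correlation. After the data were examined, 4 more were added, namely removal of ribosomal RNA genes, thinning to equal depth, an embryo age score as a covariate and the ribosomal RNA class of the library as a covariate. The age score is the mean log2 CPM of the early embryo list minus that of the late differentiation list.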

Results

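DREAM is a conserved transcriptional repressor complex in which a pocket protein (LIN-35 in C. elegans), an E2F-DP dimer (EFL-1 and DPL-1) and the MuvB subcomplex (LIN-9, LIN-37, LIN-52, LIN-53 and LIN-54) assemble on target promoters. The series asked which genes are misexpressed in late embryos when LIN-52 is altered so that LIN-35 no longer associates with MuvB. Transcript levels in 4 libraries of lin-52(3A) embryos, in which 3 residues of the tagged LIN-52 protein are alanine, were compared with those in 4 libraries of embryos carrying the same tag on unaltered LIN-52 (WT).

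The libraries differed widely in depth and composition. WT replicates 1 to 4 had 45738876, 54992036, 68040557 and 14667743 read pairs assigned to genes, and 3A replicates 1 to 4 had 22020400, 29101114, 28512336 and 17346339. The mean depth was 45.9 ± 22.7 M read pairs in WT and 24.2 ± 5.61 M in 3A (SD, n = 4 each), a difference within the spread of the libraries (two-sided exact permutation p = 0.143, adjusted p = 0.286). Ribosomal RNA genes took 3.24%, 0.720%, 0.943% and 1.17% of the gene counts in WT replicates 1 to 4. They took 16.1%, 1.75%, 3.67% and 40.7% in 3A replicates 1 to 4. The 95% Wilson interval of the highest share was 40.68% to 40.72%, so counting error was negligible beside the differences between libraries. The mean share was 1.52% ± 1.16 in WT and 15.6% ± 17.9 in 3A (SD, n = 4 each; two-sided exact permutation p = 0.0571, adjusted p = 0.286 over 10 library measures compared). Within the same-numbered pairs the share was higher in 3A in 4 of 4, by 12.9, 1.03, 2.72 and 39.5 percentage points for replicates 1 to 4. A paired exact permutation test of 4 differences has 16 sign assignments, and 2 of the 16, the fewest possible, gave a mean difference as large, so that test cannot reach a p-value under 0.05. A single ribosomal RNA gene, rrn-3.1, supplied 38.3% of all counts in 3A replicate 4. TMM factors ranged from 0.630 to 1.92.

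**Figure D1:**
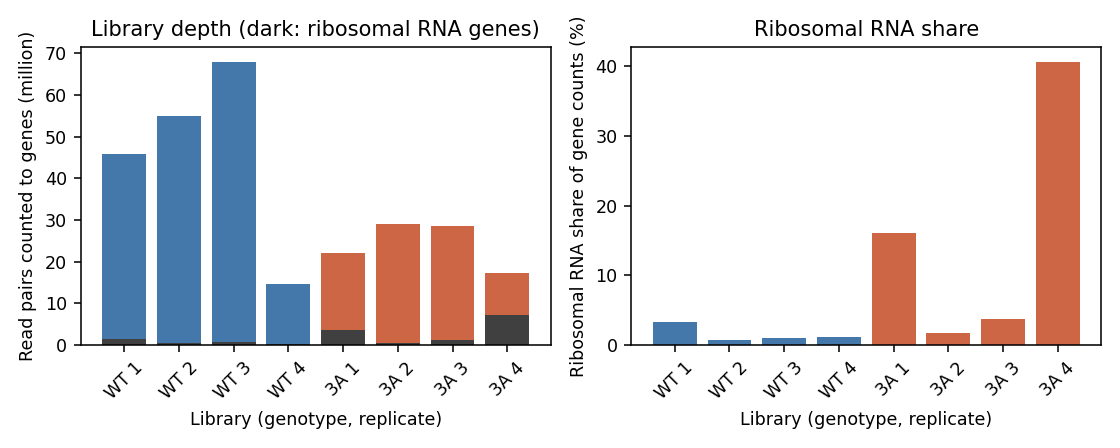
Read pairs assigned to genes in M (left; the dark part of each bar is ribosomal RNA genes) and the ribosomal RNA share of those counts in percent (right) for each WT and 3A library. The share reaches 16.1% in 3A replicate 1 and 40.7% in 3A replicate 4 and is at most 3.67% in the other 6 libraries.

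Replicates of one genotype were about as far apart as libraries of different genotypes. Pearson correlations of log2 CPM across genes ranged from 0.903 to 0.983 between WT replicates, from 0.948 to 0.967 between 3A replicates and from 0.908 to 0.972 between groups. Genes are not independent replicates in these values. The first principal component carried 43.4% of the variance and did not separate the genotypes (two-sided exact permutation p = 0.657). It set WT replicate 1 and 3A replicates 1, 3 and 4, with scores up to 8.43, apart from the other libraries, with scores from 18.7 upwards. The former have the 4 highest ribosomal RNA shares. The second component, with 22.4%, separated all 4 WT from all 4 3A libraries (p = 0.0286 by the same exact test, the smallest it can give, among 3 components tested). Libraries with the same replicate number deviated together. The correlation of their deviations from the group means was 0.57, 0.60, 0.18 and 0.0085 for replicates 1 to 4, with a mean of 0.34. The mean for differently numbered libraries was -0.11. Deviations sum to 0 within a group, so that value is largely set by the first and is no separate comparison. The common biological coefficient of variation was 0.397 without the replicate block and 0.297 with it.

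The mutated gene was examined first. lin-52 (WBGene00003035; WBcel235 chromosome III, 9824083 to 9824750, minus strand) overlaps arl-5 on the opposite strand, from which strand-specific counting keeps it apart. Its level was 12.3, 3.70, 6.36 and 4.82 CPM in WT replicates 1 to 4 and 9.58, 3.80, 5.55 and 8.52 CPM in 3A replicates 1 to 4. The means were 6.78 ± 3.81 CPM in WT and 6.86 ± 2.66 CPM in 3A (SD, n = 4 each). The log2 fold change was 0.00 (SE 0.41; edgeR quasi-likelihood adjusted p = 0.998), and with the replicate block it was 0.06 (SE 0.27; adjusted p = 0.947). No difference in lin-52 mRNA was detectable at this depth, where each library held between 58 and 832 lin-52 counts. The substitutions themselves are not visible in gene counts.

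None of the other 7 DREAM component genes passed the threshold (0 of 7 over all genes tested, 0 of 7 adjusted over the list alone, and 0 of 7 with the replicate block in either adjustment; 1 of 7 had an unadjusted p-value under 0.05). Without the block the largest change was in lin-35, at 5.88 ± 1.98 CPM in WT and 9.40 ± 1.25 CPM in 3A (SD, n = 4 each). Its log2 fold change was 0.67 (SE 0.28; edgeR unadjusted p = 0.0339, adjusted p = 0.482, list-adjusted p = 0.211). The log2 fold changes of the others were 0.66 (SE 0.34) for lin-9, 0.55 (SE 0.30) for dpl-1, 0.47 (SE 0.32) for efl-1, 0.46 (SE 0.28) for lin-53, 0.11 (SE 0.28) for lin-54 and -0.11 (SE 0.25) for lin-37. With the block lin-9 had the largest change, at 0.74 (SE 0.32), and lin-35 followed at 0.71 (SE 0.25).

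Across the 12664 genes tested, 47 had an adjusted p-value under 0.05 (edgeR quasi-likelihood test), of which 45 were higher and 2 lower in 3A. All 47 changed at least 2-fold. Before adjustment, 1235 genes had a p-value under 0.05. With the replicate number as a block, for which the mean correlation of same-numbered libraries was 0.34, 175 genes passed, 155 higher and 20 lower in 3A, and these included all 47. In both fits every called gene changed at least 2-fold. The alternative that moved the count most was 1 surrogate variable, which gave 366 genes, 303 higher and 63 lower, again including all 47. The surrogate variable ordered the 8 libraries as the first principal component did. None of the 47 had overlapping CPM between the groups. Among all genes tested, 780 (6.16%) had no overlap, against the 2.86% that chance gives for 4 libraries against 4. The called genes were weakly expressed, with a median of 3.84 mean CPM against 5.33 for all genes tested and a maximum of 27.3, and their absolute log2 fold changes ranged from 1.65 to 4.78. The median log2 fold change of all genes tested was -0.08. Scaling by library size alone shifted that median by a further -0.32, while the other settings that kept all 8 libraries shifted it by at most 0.06.

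**Figure D2:**
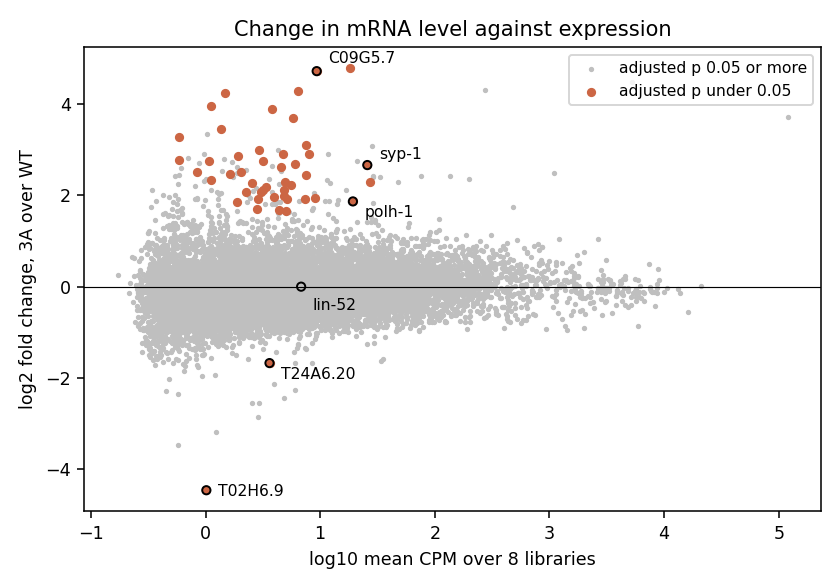
Log2 fold change of 3A over WT (y axis) against log10 mean CPM over the 8 libraries (x axis) for the 12664 genes tested. The 47 genes with an adjusted p-value under 0.05 are coloured and lie almost entirely above 0 (45 higher, 2 lower), and lin-52 lies at 0.00.

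The genes with the largest increases were nearly silent in WT. WBGene00050920, annotated as a pseudogene (chromosome III, 5156434 to 5156886, plus strand), rose from 1.31 ± 0.482 to 34.9 ± 7.94 CPM (SD, n = 4 each), a log2 fold change of 4.78 (SE 0.36; edgeR adjusted p = 0.000111; with the block 4.81, adjusted p = 1.73e-06). It overlaps oxy-4 on the opposite strand. The protein-coding gene C09G5.7 (WBGene00007489; chromosome II, 10714883 to 10716457, plus strand) rose from 0.699 ± 0.143 to 17.9 ± 1.48 CPM, a log2 fold change of 4.72 (SE 0.28; edgeR adjusted p = 1.44e-05; with the block 4.73, adjusted p = 1.16e-06). fipr-17 (WBGene00012965; chromosome III, 11007459 to 11007602, minus strand) rose from 0.654 ± 0.208 to 12.1 ± 5.78 CPM, a log2 fold change of 4.28 (SE 0.42; edgeR adjusted p = 0.000729). C04C3.4 rose from 0.190 ± 0.157 to 2.77 ± 1.24 CPM, a log2 fold change of 4.25 (SE 0.62; edgeR adjusted p = 0.0106). fipr-17 spans 144 bp and C04C3.4 162 bp, about the length of 1 read, and fipr-17 belongs to a named gene family, so its counts are uncertain where copies share reads. WBGene00021916, which has no entry in the annotation used here, had 6, 7, 19 and 1 counts in WT replicates 1 to 4 and 53, 31, 78 and 17 counts in 3A replicates 1 to 4, a log2 fold change of 3.96 (SE 0.56; edgeR adjusted p = 0.00903). C04C3.4 and WBGene00021916 each lost the call in some of the fits that left out a library, with adjusted p-values up to 0.0642 and 0.0544.

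Both genes that fell were weakly expressed. T02H6.9 (WBGene00020179; chromosome II, 678881 to 679717, plus strand) had 121, 66, 139 and 27 counts in WT replicates 1 to 4 and 0, 7, 1 and 1 counts in 3A replicates 1 to 4. Its log2 fold change was -4.46 (SE 0.73; edgeR adjusted p = 0.0217), and with the replicate block it was -4.13 (adjusted p = 0.00326). T24A6.20 (WBGene00020756; chromosome V, 3553134 to 3554571, plus strand) fell from 5.48 ± 0.928 to 1.75 ± 0.432 CPM (SD, n = 4 each), a log2 fold change of -1.67 (SE 0.29; edgeR adjusted p = 0.0286; with the block -1.68, adjusted p = 0.00964). Across the 8 fits that each left out a library, the edgeR adjusted p-value ranged from 0.00959 to 0.124 for T02H6.9, which kept the call in 4 of them, and from 0.0121 to 0.173 for T24A6.20, which kept it in 2.

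**Figure D3:**
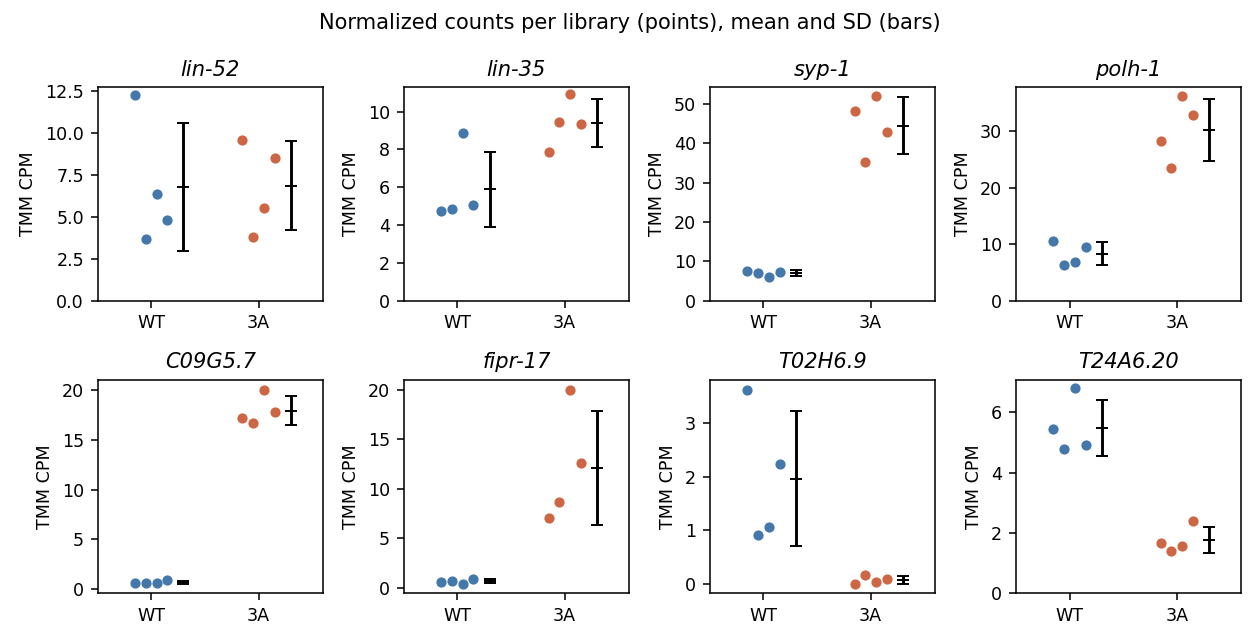
TMM-scaled CPM of 8 genes in each WT and 3A library (points; y axis starts at or just under 0), with the mean and SD of the 4 libraries as bars. lin-52 and lin-35 overlap between the groups, while syp-1, polh-1, C09G5.7 and fipr-17 are higher in every 3A library and T02H6.9 and T24A6.20 lower in every 3A library.

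DREAM is known as a repressor of cell cycle genes, and the cell cycle list of 114 genes, all tested, addressed that question. Relative to the median of all genes the list was higher in 3A by 0.35 on the log2 scale, and 96 of its 114 genes had a positive log2 fold change (limma's camera test, adjusted p = 1.19e-08). Its median log2 fold change was 0.27, and -0.055 when libraries were scaled by size alone, a setting in which the list still lay 0.34 above the median of all genes. With the replicate block the list median was 0.33, or 0.36 relative to all genes (camera adjusted p = 1.13e-08). These p-values rest on an inter-gene correlation fixed at 0.01. With the correlation estimated from the data the adjusted p-value was 0.189, with the fry rotation test it was 0.116, and the two-sided exact permutation test of the list's mean level per library gave p = 0.0857. Its mean level was higher in 3A in 3 of the 4 same-numbered pairs (4 of 16 sign assignments gave a mean difference as large). The shift of the list as a whole did not pass those tests. Only polh-1, a DNA polymerase eta gene (WBGene00018721; chromosome III, 1945058 to 1950269, minus strand), was called, adjusted over all genes or over the list alone. It rose from 8.31 ± 2.05 to 30.3 ± 5.55 CPM (SD, n = 4 each), a log2 fold change of 1.87 (SE 0.27; edgeR adjusted p = 0.0105; with the block 1.88, adjusted p = 0.00116). It kept the call in 5 of the 8 fits that left out a library, with edgeR adjusted p-values up to 0.0644. The condensin genes hcp-6 and mix-1 followed with log2 fold changes of 1.06 (SE 0.27; edgeR adjusted p = 0.205) and 1.03 (SE 0.25; adjusted p = 0.168). With the block 3 genes of the list passed.

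Germline genes are known to be misexpressed in the soma of DREAM mutants and were addressed with 2 lists. Of the 36 meiosis genes listed, 34 were tested. Their median log2 fold change was 0.50, or 0.59 relative to all genes, and 32 of the 34 were higher in 3A (camera adjusted p = 5.28e-09). With the replicate block the median was 0.53, or 0.56 relative to all genes (adjusted p = 8.99e-08). The mean level of the list was higher in every 3A library than in every WT library. The two-sided exact permutation test gave p = 0.0286, the smallest this design allows, unadjusted and among 6 sets tested. The adjusted p-value was 0.0311 with fry and 0.157 with the correlation estimated from the data. The synaptonemal complex gene syp-1 (WBGene00006375; chromosome V, 16404274 to 16407701, plus strand) rose from 7.02 ± 0.740 to 44.5 ± 7.27 CPM (SD, n = 4 each), a log2 fold change of 2.67 (SE 0.25; edgeR adjusted p = 0.000590; with the block 2.66, adjusted p = 4.53e-05). It shares its strand and part of its span with F13A7.14, and reads in the shared part were not counted to either gene. him-19 had a log2 fold change of 1.95 (SE 0.37; edgeR adjusted p = 0.0564, and 0.00693 with the block), and dsb-2 one of 1.10 (SE 0.30; adjusted p = 0.272). Over the list alone 3 genes passed, against 1 over all genes.

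Of the 38 germ granule and germline small RNA genes listed, 35 were tested, and 32 of these were higher in 3A. Their median log2 fold change was 0.55, or 0.63 relative to all genes (camera adjusted p = 2.96e-07), and with the replicate block it was 0.54, or 0.57 relative to all genes (adjusted p = 1.49e-07). The adjusted p-value was 0.189 with the estimated correlation and 0.116 with fry, and the exact permutation test of the list mean gave p = 0.114. None of the 35 genes was called over all genes or over the list alone, and 5 had an unadjusted p-value under 0.05. The smallest p-values were those of hrde-1 (log2 fold change 1.85, SE 0.54), pgl-3 (1.81, SE 0.60) and glh-1 (1.04, SE 0.36). With the block pgl-3 (2.18, SE 0.34; edgeR adjusted p = 0.00330) and glh-1 (1.16, SE 0.25; adjusted p = 0.0355) passed. All 3 passed without WT replicate 1 (edgeR adjusted p = 0.0326, 0.0399 and 0.0105 for hrde-1, pgl-3 and glh-1). None of the 3 passed in the other 7 fits that left out a library. All 3 also passed with 1 surrogate variable, and hrde-1 passed with DESeq2 (adjusted p = 0.0494).

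Embryos were collected after an incubation of variable length, so lists for early and late embryogenesis were examined as a measure of stage. Of the early embryo list 41 genes were tested, with a median log2 fold change of 0.51, or 0.59 relative to all genes (36 of 41 higher; camera adjusted p = 5.69e-07; with the replicate block 0.54, adjusted p = 5.36e-07). Of the late differentiation list 58 genes were tested, with a median log2 fold change of -0.37, or -0.29 relative to all genes (12 of 58 higher; camera adjusted p = 0.00697; with the replicate block -0.26, adjusted p = 0.00593). The late list changed sign to 0.14 when WT replicate 1 was left out. The exact permutation test of the mean level per library gave p = 0.143 for the early list and p = 0.543 for the late list, without regard to the replicate numbers. Within the same-numbered pairs the late list was lower in 3A in 4 of 4, by differences of -0.50, -0.0035, -0.25 and -0.13 for replicates 1 to 4 (2 of 16 sign assignments as large, the fewest possible). The early list was higher in 3 of 4 (4 of 16 assignments as large), and the early minus late score was higher in 3A in 4 of 4 (2 of 16). With 4 pairs, a difference between the groups in these levels can be neither shown nor excluded. The adjusted p-values with the estimated correlation were 0.189 and 0.419, and with fry 0.116 and 0.375. No gene of either list was called, and 9 early and 3 late genes had an unadjusted p-value under 0.05. The smallest p-values belonged to tbx-37 (log2 fold change 1.11, SE 0.33), mex-6 (1.21, SE 0.42) and mei-2 (0.81, SE 0.30) in the early list. In the late list they belonged to rab-3 (-1.28, SE 0.45), unc-47 (-1.37, SE 0.55) and unc-22 (1.43, SE 0.62).

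**Figure D4:**
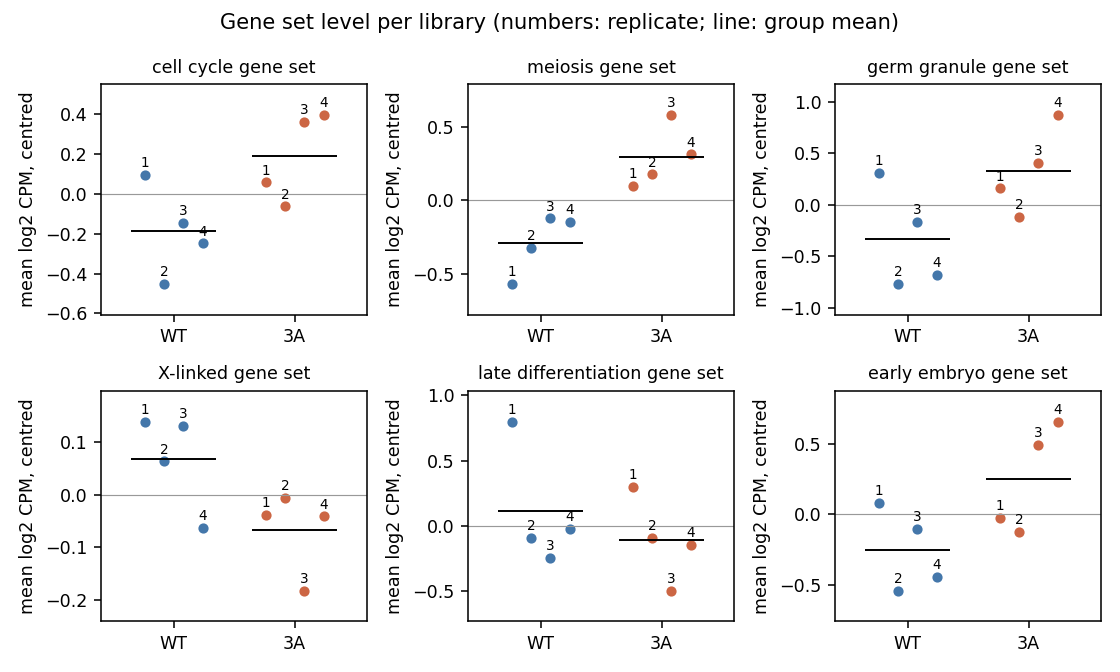
Mean log2 CPM of each gene set per library, centred on each gene's mean over the 8 libraries (y axis), for WT and 3A (x axis), with replicate numbers beside the points and group means as lines. The meiosis set is the one set whose 3A libraries all lie above its WT libraries, and WT replicate 1 stands highest in the late differentiation set at 0.80.

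The 1853 X-linked genes tested had a median log2 fold change of -0.24, or -0.15 relative to all genes, and 560 of them were higher in 3A (camera adjusted p = 0.00227; with the replicate block -0.19, adjusted p = 0.00244). The adjusted p-value was 0.189 with the estimated correlation and 0.116 with fry, and the exact permutation test of the mean level gave p = 0.114. None of the 47 called genes was X-linked, while 177 X-linked genes had an unadjusted p-value under 0.05. With the block 9 of the 175 called genes were X-linked. Called genes lay on chromosomes I (12), II (10), III (10), IV (4) and V (10), and 1 had no annotated position.

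The ribosomal RNA share divided the libraries into a class of 4 with at least 3.24% (WT replicate 1 and 3A replicates 1, 3 and 4) and a class of 4 with at most 1.75% (WT replicates 2, 3 and 4 and 3A replicate 2), and the comparisons were recomputed within each class. The median difference of the called genes higher in 3A was 2.35 on the log2 scale in the high-share class and 2.28 in the low-share class. Their direction within a class carries no further information, since none of the 47 overlaps between the groups. The median difference between 3A and WT in the high-share and low-share classes was 0.06 and 0.18 for the cell cycle list, 0.80 and 0.22 for meiosis, and 0.27 and 0.35 for germ granules. It was 0.15 and 0.33 for the early embryo list, -1.03 and 0.10 for late differentiation, and -0.30 and -0.0010 for X-linked genes. The late differentiation shift did not hold in the low-share class, although with the class as a covariate its median was -0.42 (camera adjusted p = 1.08e-05), and the X-linked shift was nearly absent there. Each class holds 1 library of one genotype, so no test was made within classes. Both libraries numbered 1 are in the high-share class and both numbered 2 in the low-share class, while numbers 3 and 4 are split. The correlation of same-numbered libraries therefore cannot be told apart from a shared class.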

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

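The comparison of the number of such libraries with chance was chosen after that number had been seen, and the other tests before their results. In 96 groups of 4 libraries examined, 7 held a library far from the other 3 by Dixon's gap ratio. Chance gives about 4.8, and up to 9 would be within the central 95% of a binomial count, so the 7 are no more than chance gives.

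The share of reads aligned to more than 1 place was 3.97% in WT replicate 1 and between 1.82% and 2.01% in the other WT libraries. Ribosomal RNA genes occur in repeated copies, and this share rose with the ribosomal RNA share across the 8 libraries (Spearman's rho 0.929, two-sided exact permutation p = 0.00223; Pearson's r 0.987, p = 0.00184). Without the 2 libraries farthest from the median ribosomal RNA share, rho was 0.83 (exact permutation p = 0.0583) and r was 0.773 (p = 0.103), so the relation rests in part on 3A replicates 1 and 4. Each genotype holds 4 libraries, too few to recompute it within a group. Ribosomal RNA content is a candidate explanation, and no biological explanation was tested.

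Of the 6 genes with a library apart, C09G5.7 had 0.913 CPM in WT replicate 4 against 0.619 to 0.635 CPM in the other WT libraries. That value rests on 11 counts and is within counting error (two-sided exact binomial p = 0.198). Counting error was too small for the other 5. dpl-1 stood at 12.8 CPM in 3A replicate 4 (exact binomial p = 1.62e-07), efl-1 at 39.5 CPM in WT replicate 1 (p = 7.47e-112), lin-35 at 8.85 CPM in WT replicate 3 (p = 1.90e-33), lin-37 at 25.5 CPM in 3A replicate 3 (p = 2.20e-15) and hrde-1 at 6.96 CPM in 3A replicate 4 (p = 3.81e-13). The common biological coefficient of variation of 0.397 means that such gaps beyond counting error are frequent in these libraries. Embryo age and library composition were not tested for single libraries, so the 5 values cannot be told apart from them. lin-35 kept a positive log2 fold change in all 8 fits that left out a library, from 0.58 to 0.94.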

How the results depend on the processing

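Of the alternative fits below, 4 were chosen only after the data had been seen. The count of called genes depended strongly on the model. The 47 genes became 165 with DESeq2 (154 of them at least 2-fold), 175 with the replicate block (all at least 2-fold), 366 with 1 surrogate variable (281 at least 2-fold), 71 without a low-count filter (all at least 2-fold) and 10 with libraries scaled by size alone (all at least 2-fold). At an adjusted p-value under 0.01 the count was 21. Across the 8 fits that each left out a library the count ranged from 18 to 196, and from 18 to 193 for genes at least 2-fold changed. The highest count came without WT replicate 1, where 53 of 196 were lower in 3A. Of the settings chosen after the data were examined, the embryo age score as a covariate left 10 genes, all at least 2-fold, and 508 with an unadjusted p-value under 0.05. Removing ribosomal RNA genes (45), thinning (35), the ribosomal RNA class as a covariate (60), median-ratio (48) and upper-quartile (49) size factors, a minimum of 1 mean CPM (42), the length correction (63), limma-voom (61) and glmTreat (44) stayed within 1.5 times the original count. The same 47 genes were all called by DESeq2, the block, the surrogate variable, limma-voom and the fit without a filter. Of the 47, 17 were called in all 8 fits that each left out a library, and 5 (syp-1, C09G5.7, fipr-17, CD4.10 and WBGene00050920) in every one of the 18 fits across all genes that were chosen beforehand. The share of calls higher in 3A was 95.7% originally, 82.8% with the surrogate variable and 73.0% without WT replicate 1.

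The gene set calls depended on the assumed correlation between genes. With the correlation estimated, none of the 6 sets passed, at unchanged medians of 0.27 (cell cycle), 0.50 (meiosis), 0.55 (germ granule), -0.24 (X-linked), -0.37 (late differentiation) and 0.51 (early embryo), with adjusted p-values from 0.157 to 0.419. With fry only the meiosis set passed (0.0311). The age score brought the X-linked median to -0.12 and the early embryo median to 0.19, neither past the threshold, and reversed the late differentiation median to 0.17, but that score is built from the early and late lists themselves. Leaving out libraries moved the late differentiation median from -0.59 to 0.14 and the X-linked median from -0.28 to -0.11. The cell cycle median was -0.055 with libraries scaled by size alone, where the median of all genes was -0.40. With the ribosomal RNA class as a covariate all 6 sets passed, with medians of 0.11 (cell cycle), 0.53 (meiosis), 0.26 (germ granule), 0.23 (early embryo), -0.19 (X-linked) and -0.42 (late differentiation) and camera adjusted p-values from 4.07e-07 to 0.0417. The cell cycle, germ granule and early embryo medians were then under 50% of their size without it.

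The lin-52 log2 fold change changed sign without nearing significance, since it lies at 0. It was -0.00045 with median-ratio size factors, -0.018 with upper-quartile size factors, -0.37 with size alone, -0.020 without a filter, -0.0081 with a minimum of 1 CPM, -0.072 with the length correction, -0.0044 with limma-voom, -0.10 with the surrogate variable, -0.018 without ribosomal RNA genes, -0.0028 after thinning and -0.52 with the ribosomal RNA class. It ranged from -0.21 to 0.46 when single libraries were left out. lin-54 was -0.20 with size alone and -0.21 with the ribosomal RNA class, and ranged from -0.033 to 0.34 across the fits that left out a library. The changes of sign with size alone come with a shift of -0.32 in the median of all genes and are not particular to lin-52 or lin-54. lin-37 ranged from -0.28 to 0.014. For named genes other than lin-52 and for the counts of genes higher or lower in 3A, 602 values stayed on their side, 28 became weaker, 21 stronger, 27 counts moved and 4 reversed. The causes of these changes were not tested except where a test is given in the other parts of the closing section.

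After thinning all libraries to the smallest non-ribosomal total (about 10286700 counts), 10801 genes were tested, and C04C3.4 (adjusted p = 0.0535) and T24A6.20 (adjusted p = 0.0702) were no longer called, while T02H6.9 (adjusted p = 0.0329) and WBGene00021916 (adjusted p = 0.0273), with lower mean CPM, kept the call (edgeR quasi-likelihood test). The losses among named genes did not follow expression level. The GC-content corrections planned with and without the replicate block were not run, because no genome sequence was used here.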

Other observations

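The test of the ribosomal RNA share between genotypes was chosen only after the shares had been seen. The other tests were set before their own results, but the ribosomal RNA class, pseudogene, neighbour and X-linked patterns were first noticed in the same data.

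The 8 libraries can be split 4 against 4 in 35 ways. Of the 8 splits that part all same-numbered pairs, only the real one gave as many called genes, 1 of 8 for the 47 genes, 1 of 8 for genes at least 2-fold changed and 1 of 8 for the 175 genes of the replicate block, and the other 7 gave 0 (33 to 656 genes at an unadjusted p-value under 0.05). With 8 such splits the share cannot fall under 1 of 8. For the gene sets, a camera p-value as small came from 2 of the 8 splits for the cell cycle, 1 of 8 for meiosis, 2 of 8 for germ granules, 3 of 8 for X-linked genes, 2 of 8 for late differentiation and 3 of 8 for the early embryo. Over all 35 splits it came from 21 for late differentiation. It came from 4 of 35 for the cell cycle, 1 for meiosis, 5 for germ granules, 6 for X-linked genes and 6 for the early embryo. All 8 of 8 matched the count of 0 DREAM component genes, which no split could fall short of. The 27 splits that leave same-numbered libraries together differ in that replicate effects add to the contrast. Of these, 26 gave 0 genes (22 to 3247 at an unadjusted p-value under 0.05) and 1 gave 1313.

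That split set WT replicate 1 and 3A replicates 1, 3 and 4 against WT replicates 2, 3 and 4 and 3A replicate 2. The former are the 4 libraries with the highest ribosomal RNA share, from 3.24% upwards, and the latter have at most 1.75%. It gave 719 genes higher and 594 lower in the high-share libraries (edgeR quasi-likelihood test, smallest adjusted p = 0.0277), of which 1 was among the 47. The ribosomal RNA share differed less clearly between genotypes (exact permutation p = 0.0571; higher in 3A in 4 of 4 same-numbered pairs), but 3 of the 4 high-share libraries are 3A, so this class and the genotype are partly confounded. A candidate explanation is weaker poly(A) selection. The 28 small nuclear and nucleolar RNA genes tested, whose transcripts mostly lack poly(A) tails, were higher in the high-share libraries by a median of 1.71 on the log2 scale. Log2 fold change rose with exonic length across genes (Spearman's rho 0.23; genes are not independent replicates), the reverse of what RNA fragmentation in the high-share libraries would give. Fragmentation in the low-share libraries would give the same sign, so fragmentation remains open. Embryo age alone did not describe the split either, since the late and early lists both moved up, by 0.49 and 0.70, a difference of -0.21. Poly(A) selection may account for the snRNA shift without accounting for the 1313 genes, and no biological explanation was tested.

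The 47 called genes were set against the technical explanations that could be tested. With the length correction 46 of the 47 were called again, and with the ribosomal RNA class as a covariate 45. Without ribosomal RNA genes 45 were called again, but that removal shifted the median of all genes by -0.018 and corrected nothing particular to the 47, so it cannot exclude ribosomal RNA carry-over. The median difference of those higher in 3A was 2.35 on the log2 scale within the high-share and 2.28 within the low-share libraries, while their direction there follows from the lack of overlap between the groups and tests nothing. One genotype has 1 library in each class, so no test was made within classes. With the embryo age score as a covariate all 47 kept at least 50% of their log2 fold change, although 10 were then called. After thinning to equal depth 34 of 47 were called, under the limit of 80% set in advance. Of the 47, 44 were still tested, and all 44 kept at least 50% of their log2 fold change, so the lost calls may reflect lost power, and the count of calls alone leaves library size undecided. None of the 47 lay within 1 Mb of lin-52 (0 against a median of 1 in 10000 expression-matched random lists, of which a share of 1 had as many). A count of 0 is within the range of 0 to 4 in the random lists, so this shows no excess near lin-52 and little more, and a linked variant acting on genes elsewhere was not addressed. Adult tissue carried over with the embryos was examined with vitellogenin and major sperm protein genes. All 6 vitellogenin genes and 2 of the 28 major sperm protein genes were tested. All 8 were higher in 3A, with a median log2 fold change of 0.84, under the limit of 1 set before the test, and none had an edgeR adjusted p-value under 0.05. msp-78 (1.28) and vit-2 were above that limit. Carried-over tissue may raise genes nearly silent in embryos by more than these markers, so it cannot be excluded. With the age score 10 of 47 kept the call, among them C09G5.7, WBGene00050920, fipr-17 and syp-1, and after thinning 34 of 47 did. For those genes the score or the equal depth did not remove the call. The score rests on the early and late lists alone, so age effects that it misses are not excluded. For the rest, embryo age and library size are not settled by the calls. WT replicate 1 had a higher ribosomal RNA share (3.24%) than 3A replicate 2 (1.75%), yet none of the 47 overlapped between the groups. With the ribosomal RNA class as a covariate all 47 kept at least 50% of their log2 fold change. The split by class called 1313 genes, of which 1 was among the 47. The 47 were selected for a difference between genotypes, so these values follow in part from that selection. They show that the 47 do not simply follow the ribosomal RNA share. The share itself was not fitted as a covariate, so a contribution of ribosomal RNA carry-over is not excluded. Adult carry-over and a strain variant remain open, GC content was not examined, and the genotype effect on these 47 genes stays a hypothesis.

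Fitting the embryo age score reduced the shifts of the cell cycle, meiosis, germ granule and X-linked sets without removing them. With it as a covariate the median log2 fold change was 0.15 for the cell cycle (0.27 without), 0.29 for meiosis (0.50), 0.30 for germ granules (0.55) and -0.12 for X-linked genes (-0.24). Each set kept more than 50% of its size. The score was itself higher in 3A in 4 of 4 same-numbered pairs, so fitting it can also remove part of a genotype effect. The X-linked shift no longer passed (camera adjusted p = 0.103), so it cannot be told apart from embryo age. Within the high-share libraries the cell cycle median was 0.06 and within the low-share libraries 0.18, against 0.80 and 0.22 for meiosis. The set shifts may therefore combine genotype, embryo age and library class, and the design does not separate these.

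Pseudogenes made up 9 of the 47 called genes (19.1%) and 266 of the 12664 genes tested. Expression-matched random lists held a median of 1, and a share of 1e-04 or less, the smallest that 10000 lists can give, held as many. Expression level does not account for the excess. Reads shared with parent genes could not be examined without sequence, so the excess cannot be told apart from such sharing. A hypothesis is that loss of LIN-35 from DREAM releases sequences that have no role in the embryo, including pseudogenes.

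The called genes also lay next to one another more often than in random lists. Among tested genes in chromosomal order, 4 adjacent pairs were both called, against a median of 0 in the random lists (a share of 1e-04 or less, again the smallest possible, had as many). These are T28A8.6 with T28A8.5 and T28A8.5 with T28A8.4 on chromosome III, CD4.10 with CD4.8 on chromosome V, and Y47G6A.25 with inx-22 on chromosome I. The first 3 pairs share a strand and may reflect joint transcription or reads running across both genes. The remaining 1 pair lies on opposite strands, with 172 bp between Y47G6A.25 (minus strand, log2 fold change 1.65) and inx-22 (plus strand, 2.90), an arrangement that read-through along one strand would not link. A shared promoter region repressed by DREAM is a candidate explanation for that pair, and no binding data were examined here.

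No called gene was X-linked (0 of 47), although 14.6% of genes tested are. Expression-matched random lists held a median of 8 X-linked genes, and a share of 0.0002 held none. In longer lists of calls X-linked genes were present but stayed under that 14.6%, at 9 of 175 with the replicate block and 28 of 366 with 1 surrogate variable. Those lists were not tested against random lists.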
